# Endoplasmic Reticulum Proteins Impact Penetrance in a *Pink1*-Mutant *Drosophila* Model

**DOI:** 10.3390/ijms26030979

**Published:** 2025-01-24

**Authors:** Melissa Vos, Fabian Ott, Hawwi Gillo, Giuliana Cesare, Sophie Misera, Hauke Busch, Christine Klein

**Keywords:** Parkinson’s disease, reduced penetrance, Pink1, *Drosophila melanogaster*, endoplasmic reticulum

## Abstract

Parkinson’s disease (PD) is a neurodegenerative disorder with a high variability of age at onset, disease severity, and progression. This suggests that other factors, including genetic, environmental, or biological factors, are at play in PD. The loss of PINK1 causes a recessive form of PD and is typically fully penetrant; however, it features a wide range in disease onset, further supporting the existence of protective factors, endogenous or exogenous, to play a role. The loss of Pink1 in *Drosophila melanogaster* results in locomotion deficits, also observed in PINK1-related PD in humans. In flies, Pink1 deficiency induces defects in the ability to fly; nonetheless, around ten percent of the mutant flies are still capable of flying, indicating that advantageous factors affecting penetrance also exist in flies. Here, we aimed to identify the mechanisms underlying this reduced penetrance in Pink1-deficient flies. We performed genetic screening in *pink1*-mutant flies to identify RNA expression alterations affecting the flying ability. The most important biological processes involved were transcriptional and translational activities, endoplasmic reticulum (ER) regulation, and flagellated movement and microtubule organization. We validated two ER-related proteins, zonda and windbeutel, to positively affect the flying ability of Pink1-deficient flies. Thus, our data suggest that these processes are involved in the reduced penetrance and that influencing them may be beneficial for Pink1 deficiency.

## 1. Introduction

Parkinson’s disease (PD) features a wide variability in disease signs and symptoms, severity, progression, and age at onset [1], suggesting elements exist that alter disease development. Furthermore, the identification of a surprisingly large number of carriers of allegedly pathogenic variants remaining free of disease or developing a mild form indicates the existence of reduced penetrance [2]. The best-studied example in the field of PD is LRRK2-linked PD: the autosomal dominant PD-causing mutation G2019S in *LRRK2* is the most commonly known genetic cause of PD; however, it has a low penetrance that is affected by environmental and genetic factors [3,4,5,6,7]. In this manuscript, we focus on the mechanisms of Pink1-related penetrance on the basis of unique findings in a Pink1 *Drosophila* model [8]. The recessively inherited forms of PD, caused by mutations in *pink1* and *Parkin,* are typically highly (to fully) penetrant, yet they come with an extensive range of ages at onset, supporting external factors to be pivotal [3,9]. For instance, studies show that smoking or caffeine intake reduces the risk of PD [10,11]. Furthermore, the progression of PD can be delayed with a protective diet, such as the Mediterranean diet, combined with physical exercise [12,13], further underscoring the importance of external factors in the progression of PD.

Several mechanisms were found to be linked to PD. One of the more recent findings is the impact of the ‘gut-brain’ axis on PD [14] (cite a review article here?). In PD patients, gut bacteria appear to be pro-inflammatory via modulation of lipid metabolism that, in turn, may induce neuroinflammation [14,15]. Interestingly, infection of the intestines exacerbates PD-like signs in Pink1-deficient mice [16], reinforcing the importance of the gut–brain axis. Of further note, PINK1 is a mitochondrial protein that also localizes to the ER–mitochondrial contact sites [17,18,19]. These ER–mitochondrial contact sites play an important role in calcium homeostasis, mitophagy, and lipid metabolism, i.e., processes that are defective in PD [17,18,20,21]. Notably, in this context, PINK1 plays a direct role in mitophagy [17,22]. In addition, the ER is responsible for properly folding newly synthesized proteins. When these proteins are folded incorrectly, they accumulate in the ER, leading to ER stress and activating the unfolded protein response (UPR), both of which are related to PD [23,24]. Finally, mitochondrial dysfunction and a defective sphingolipid metabolism have been identified to play a role in the pathogenesis of PD [25,26,27]. Thus, elements affecting the penetrance of PD are most likely involved in these cellular processes. For example, a recent study on homozygous twins discordant for idiopathic PD links mitochondrial integrity to altered disease penetrance [28]. However, the underlying mechanisms remain elusive. Hence, additional studies are required to understand the mechanisms that result in reduced penetrance.

Studies in *Drosophila melanogaster* have significantly contributed to our current knowledge of the mechanisms implicated in PD [29]. Research using the fruit fly was the first to highlight a common pathway between Pink1 and Parkin [30,31]. This finding was confirmed in human cellular systems [32,33]. Interestingly, in *Drosophila melanogaster*, reduced penetrance is observed concerning the flying phenotype in *pink1*-mutant flies. Previous studies show that the loss of Pink1 in flies results in a variable flying ability with a mean of around 10% [8,27,34], even though all these flies carry the same loss of function deletion in Pink1. Thus, the fruit fly is a suitable model to study mechanisms underlying altered penetrance.

Here, we performed a transcriptome analysis in *pink1*-mutant flies to identify alterations in RNA expression levels that affect the flying ability. The most significant upregulation of biological processes was observed primarily in pathways associated with transcriptional and translational activities and endoplasmic reticulum (ER) regulation. Conversely, downregulated pathways were linked to flagellated movement and microtubule organization. In addition, four genes were tested for validation, of which two, zonda (Zda) and windbeutel (wbl), were confirmed to be beneficial and involved in autophagy and ER stress, supporting a role of reduced penetrance for these cellular mechanisms.

## 2. Results

### 2.1. Lack of Flying Ability of Pink1-Deficient Flies Shows a Pattern of Reduced Penetrance

The average flying ability of general *pink1^B9^*-mutant fly stock is around ten percent [8], suggesting that a protective mechanism allows these ten percent of flies to fly. To analyze genetic factors that play a role in this reduced penetrance, we set up a group of 200 parent pairs consisting of one male and one virgin female fly to reduce the genetic variability of the offspring. One hundred and twenty-five parent pairs resulted in Pink1-deficient offspring and were tested for their flying ability. The offspring showed substantial variability in the ability to fly, ranging from a complete inability to fly to a flying ability of 60% (Figure 1A). Although we reduced the genetic variability by combining only one male and one female, the offspring of these parent pairs are not genetically identical, explaining that not all offspring of a specific parent pair display the same flying ability. This provides a direct tool to analyze the existing reduced penetrance, and our screen allows for the identification of genetic factors impacting the penetrance of the flying phenotype.

### 2.2. RNA Sequencing Analysis Identifies Genes Involved in Reduced Penetrance

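RNA was isolated from pools of 5 male flies aged 1 day, and 30 libraries were analysed. Group 1 held 2 libraries of *pink1 RV* control flies, a revertant line with an intact *Pink1* gene. Group 2 held 8 libraries of *pink1 B9* flies, which carry a deletion in *Pink1*, from parent pairs with no flying offspring. Group 3 held 10 libraries of *pink1 B9* flies that could not fly, and group 4 held 10 libraries of flying *pink1 B9* flies from the parent pairs of group 3. The labels tie no library of group 4 to a library of group 3, so these groups were compared without pairing. Each p-value therefore measures the spread between pools of flies. The tissue label of 6 libraries of groups 3 and 4 names human skin. In these 6 libraries, 84.7% to 91% of the reads were aligned, against 77.3% to 91.6% over all libraries, and 13420 to 13783 genes had a count. In the table that all libraries share, 14105 of the 14326 genes matched fly gene symbols.

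The total count per library ranged from 26014508 to 31584679 in group 1 (median 28799593) and from 6434252 to 24669715 in group 2 (median 22772229). It ranged from 11467094 to 32996700 in group 3 (median 17420876) and from 9052445 to 38330421 in group 4 (median 15204635). Table S1 of the paper gives 8018541 to 48775394 processed reads per library, of which 77.3% to 91.6% were aligned, and the values below use the total counts. In the authors' processing, reads were filtered with fastp, pseudoaligned with kallisto and turned into estimated counts per gene. The paper states that length-scaled counts from tximport entered limma. The deposited counts were whole numbers and were used as they stand, and whether they are those length-scaled counts is not given in the sources used here. The 13190 genes with enough counts were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 model over all libraries. The groups shared 1 estimate of the spread because group 1 had only 2 libraries, and p-values were adjusted by Benjamini-Hochberg within each comparison with a threshold of 0.05. Counts for 13190 genes were simulated from these libraries, with 50 genes changed at each fold. Of the genes changed by 2-fold, 56% were called between groups 4 and 1, and 84% between groups 4 and 3. The changed genes were drawn above a minimum mean level, so these shares do not cover genes with low counts. Each gene was drawn on its own with edgeR's estimate of its spread, so the shares do not cover traits that many genes of a library have in common. A total of 28 gene lists and the rule for naming genes were fixed before the data were examined.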

To identify genes that play a role in reduced penetrance, we performed RNA sequencing analyses on four different groups (Figure 1B): 1. control flies (*pink1^RV^*); 2. *pink1^B9^*-mutant flies, of which none of the offspring could fly; 3. *pink1^B9^*-mutant flies that could not fly; 4. ‘siblings’ of group 3 that could fly (group 4). Thus, groups 3 and 4 were offspring of the same parent pair and had the lowest genetic variability; hence, differential RNA expression between those two groups may be the most relevant in the context of reduced penetrance.

In our group analysis, genes were designated differentially expressed with an absolute effect size (beta-value) > 1 and an adjusted *p*-value < 0.05. 

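*Pink1* (X chromosome, 6683798 to 6687302 in BDGP6.54), which encodes the deleted mitochondrial kinase, was at 246 ± 35.2 CPM (SD, n = 2) in group 1. Its level was 54.1 ± 6.16 CPM (SD, n = 8) in group 2, 58.5 ± 6.37 CPM (SD, n = 10) in group 3 and 63.5 ± 14.8 CPM (SD, n = 10) in group 4. Its log2 fold changes were −2.18, −2.07 and −1.95 in groups 2, 3 and 4 (standard error 0.15 and adjusted p = 4.2e-10 in group 4 from edgeR's quasi-likelihood test), and all 28 mutant libraries lay below both controls. Among genes past the threshold in groups 2, 3 and 4, with a mean of at least 5 CPM and both controls outside the range of the 28 mutants, the largest rises in group 4 against group 1 were those of *CG18179* (log2 fold change 5.75, standard error 1.38), the larval serum protein gene *Lsp2* (5.15, standard error 1.76), the odorant-binding protein gene *Obp58c* (5.00, standard error 0.43), *CG3397* (4.44) and the cytochrome P450 gene *Cyp309a1* (4.32). The largest falls were those of *CG11911* (−5.76, standard error 0.70), *CG15255* (−5.47), *CG12374* (−5.31), the midgut serine protease gene *Jon99Fi* (−5.24) and *CG12057* (−5.21). The adjusted p-values from edgeR in group 4 ranged from 2.3e-09 for *Obp58c* to 0.027 for *Lsp2*.

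Among genes labelled in Figure 2, *MsrA*, which encodes a methionine sulfoxide reductase, had log2 fold changes of −2.01, −1.89 and −1.93 in groups 2, 3 and 4 (adjusted p = 2.0e-12 in group 4 from edgeR). *Jon66Ci* and *CG13675* had log2 fold changes of −8.92 and −6.61 in group 4. *Unc-115b* and *p24-2*, which overlap on chromosome 3R and may share reads, had log2 fold changes of 7.76 (standard error 1.52) and 8.37 (standard error 1.56) in group 4. Both had 0 counts in group 2 library GC055046. The gene *w*, which encodes an eye pigment transporter, was at 5.30 ± 0.58 CPM (SD, n = 2) in group 1 and 25.1 ± 4.22 CPM (SD, n = 10) in group 4.

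Against group 1, 2667 genes passed the threshold in group 2 (1411 higher, 1256 lower), 3494 in group 3 (1874 higher, 1620 lower) and 4383 in group 4 (2312 higher, 2071 lower). With an absolute fold change above 1 on the natural log scale as well, 559 genes remained in group 2 (211 higher, 348 lower), 611 in group 3 (233 higher, 378 lower) and 771 in group 4 (270 higher, 501 lower). A total of 2373 genes passed in all 3 comparisons in one direction, 1294 higher and 1079 lower, and 0 in opposite directions. Independent lists of these lengths would share 35.1 higher and 24.2 lower genes. In 10 simulations that drew all libraries, controls included, around 1 mean per gene, 0 genes were shared. Such simulated controls lack any trait of the 2 real ones. These simulations therefore cannot show what part of the overlap comes from the real controls. The 3 comparisons use the same 2 controls, and part of the excess may come from them. Without control GC055041 the counts past the threshold were 699, 799 and 1090 in groups 2, 3 and 4, and 317, 343 and 468 with the effect size. Without control GC055040 they were 1292, 1508 and 2200, and 539, 559 and 779 with the effect size. Without group 4 library GC055057, which held ovary transcripts, a fit chosen after the data were seen, 1607 genes were higher and 1959 lower in group 2, 2058 and 2714 in group 3, and 2613 and 3134 in group 4, so that lower genes outnumbered higher ones.

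**Figure D1:**
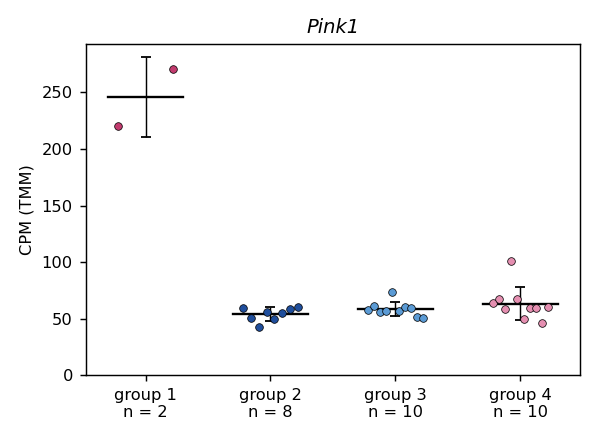
*Pink1* level per library in CPM with TMM normalization (vertical axis) for groups 1 to 4 (horizontal axis). Points are libraries, horizontal lines are group means and error bars are SD; the 28 mutant libraries lie below both libraries of group 1, and the highest mutant library (group 4) is at 101 CPM.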

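Genes of the gut, the eye and the mitochondria were among those that changed in group 4 against group 1. The counts that follow are for group 4 alone and do not show a trait of the flying mutants. The midgut genes *Jon66Cii* and *Jon99Fi* were more than 8-fold lower in groups 2 and 3 as well. Of 57 genes of midgut digestive enzymes, 32 fell in group 4 against group 1 and none rose (34 fell when adjusted over the list alone), among them *Jon66Cii* (log2 fold change −5.87) and the lysozyme gene *LysP* (−1.72). Of 23 genes of photoreceptors and phototransduction, 18 fell and 1 rose (18 and 1 adjusted over the list alone). The falls included the light-gated channel gene *trpl* (−1.74), the rhodopsin gene *Rh4* (−1.49) and the phospholipase C gene *norpA* (−1.58), and the gene that rose was *w*. Of 12 genes encoded in the mitochondrial genome, 8 fell, such as *mt:CoI* (−2.02) and *mt:ND5* (−2.49), and 1 rose (9 and 3 adjusted over the list alone). In contrast, 36 of 73 genes of mitochondrial ribosomal proteins rose and 1 fell (37 and 1 adjusted over the list alone), with *mRpL20* at a log2 fold change of 0.83. Of 32 proteasome genes, 18 rose and none fell (19 rose adjusted over the list alone), such as *Prosbeta6* (0.93). Of 30 genes of ER chaperones and the unfolded protein response, 11 fell and 3 rose (12 and 3 adjusted over the list alone). The falls included the protein disulfide isomerase gene *Pdi* (−0.85), *ERp60* (−0.62), the calreticulin gene *Calr* (−0.61) and *Xbp1* (−0.66).

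By camera with a preset correlation of 0.01, the adjusted p-values in group 4 against group 1 were 9.1e-09 for midgut enzymes, 1.6e-07 for photoreceptors, 0.0078 for mitochondrially encoded genes and 1.4e-08 for mitochondrial ribosomal proteins. Those for the proteasome and ER chaperones were 3.5e-07 and 0.028. With an estimated correlation, the adjusted p was 0.60 for the first 5 of these lists and 0.69 for ER chaperones, so that none of these calls held. In groups 2 and 3 against group 1, 5 and 8 of 12 mitochondrially encoded genes fell (adjusted p = 0.092 and 0.014 from camera, and 0.67 and 0.60 with an estimated correlation), and 6 and 17 of 73 mitochondrial ribosomal protein genes rose (adjusted p = 0.0015 and 1.4e-05, and 0.73 and 0.65 with an estimated correlation). The levels were measured in whole flies and do not separate a change within cells from a change in tissue share.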

Notably, we identified 350, 611, and 650 differentially expressed genes (DEGs) when comparing the control group against groups two, three, and four, respectively (cf. volcano plots in Figure 2). When considering genes with human orthologs only, the gene count was substantially reduced, resulting in 144, 226, and 261 DEGs for the control comparison against groups two, three, and four.

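*Obp58c* was at 6.57 ± 1.93 CPM (SD, n = 8) in group 2, 6.98 ± 1.01 CPM (SD, n = 10) in group 3 and 7.67 ± 1.23 CPM (SD, n = 10) in group 4. *CG3397* was at 31.4 ± 11.9, 37.3 ± 6.50 and 38.1 ± 10.6 CPM in the same groups. The protease gene *Jon99Fi* varied more, at 4.63 ± 4.51, 27.4 ± 28.4 and 7.97 ± 8.65 CPM, and so did *Lsp2*, at 326 ± 355, 261 ± 216 and 203 ± 289 CPM. Between groups 3 and 2, no gene passed the threshold with edgeR's quasi-likelihood test, DESeq2 or limma-voom, and 243, 283 and 255 genes had an unadjusted p under 0.05. By chance alone, a share of about 0.05 of the 13190 genes tested would do so, which is more than each of these 3 counts. Between groups 4 and 2, edgeR and limma-voom called 0 genes and DESeq2 called 3, with 1593, 1355 and 1535 genes at an unadjusted p under 0.05. The smallest adjusted p from edgeR was 0.22 in that comparison. The 3 genes called by DESeq2, named after their values were seen, were lower in group 4: *CG13375* (log2 fold change −0.68, adjusted p = 0.0082), *CG7166* (−0.53, adjusted p = 0.039) and *Cap-H2* (−0.33, adjusted p = 0.0082), a condensin subunit gene.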

While we found many differentially regulated genes when comparing groups 2–4 to group 1, few significant DEGs were identified when comparing groups 2–4 to each other. A principal component analysis (PCA) further confirms gene expression similarity among these groups (Figure 3). Using the 2000 most variable transcripts based on transcripts per million (TPM) values across all samples, the three mutated groups clustered closely, as depicted by the ellipses encircling each group. 

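Over the 2000 genes with the largest variance of log2 CPM, PC1 held 28.2% of the variance and PC2 held 18.6%. Group 1 had a mean PC1 score of 57.5 ± 16.0 (SD, n = 2). The mutant groups had mean PC1 scores of 0.29 ± 22.7 (SD, n = 8) in group 2, −1.08 ± 17.8 (SD, n = 10) in group 3 and −10.7 ± 14.45 (SD, n = 10) in group 4. The mean of group 1 lay 2.33 mutant spreads from the mean of the mutants over both components (exact permutation test over 435 splits, p = 0.014), and the 2 control libraries lay 0.99 spreads apart. Against each mutant group alone, the exact p for PC1 was the smallest that 2 controls can give (0.022 in group 2 and 0.015 in groups 3 and 4), or 0.089 when adjusted by Benjamini-Hochberg over 12 tests. Between groups 2, 3 and 4, p-values for PC1 and PC2 ranged from 0.20 to 0.92 (two-sided permutation tests, exact where group 2 took part). PC2 set apart group 4 library GC055057, at a score of 96.5, while the other libraries lay within 13.4 of 0. This library held transcripts of the ovary and of egg formation, such as *Cp38*, a chorion gene, at 1.42e+03 CPM. Without it, a choice made after the data were seen, group 1 lay 2.59 spreads from the mutants (exact permutation test, p = 0.0025).

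**Figure D2:**
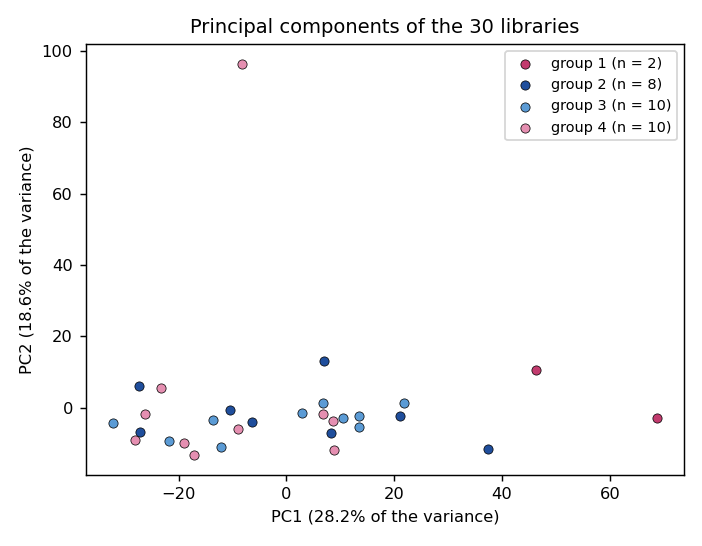
Scores of the 30 libraries on PC1 (horizontal axis) and PC2 (vertical axis) from log2 CPM of 2000 genes, coloured by group. Both libraries of group 1 lie at the high end of PC1, and 1 library of group 4 lies alone at a PC2 score of 96.5.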

Only the samples from group 1 are positioned further apart (red dots, Figure 3). Overall, we identified 12 genes that displayed significant RNA expression differences between groups 3 and 4, i.e., Pink1-deficient flies that cannot fly vs. those that can fly coming from the same parent pair.

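Between groups 4 and 3, no gene passed the threshold with edgeR's quasi-likelihood test. The smallest adjusted p was 0.115, and 1055 genes had an unadjusted p under 0.05. limma-voom called 0 genes, with 618 at an unadjusted p under 0.05, and DESeq2 called 1, with 931. The gene called by DESeq2, named after its values were seen, was *CG40813* on the X chromosome (adjusted p = 0.0497; adjusted p = 0.23 from edgeR). *CG40813* had 39 to 84 counts in 6 of the 10 libraries of group 4 and 0 counts in the other 4, in all 10 libraries of group 3 and in both controls. In group 2, 4 of 8 libraries had 96 to 148 counts. *CG40813* stands among 18 genes with counts within 100 kb, of which 5 had the same count as another gene of the span in all 30 libraries. Summed over the 18 genes, the level was 71.7 ± 12.7 CPM (SD, n = 10) in group 4 and 73.1 ± 11.8 CPM (SD, n = 10) in group 3 (two-sided permutation test with 100000 resamples, p = 0.80). *Pink1* had a log2 fold change of 0.12 (standard error 0.10, adjusted p = 0.76 from edgeR). Without group 4 library GC055057, which held ovary transcripts, 0 genes passed with edgeR and 477 had an unadjusted p under 0.05. That count and the 618 from limma-voom lay under the share of 0.05 of the 13190 genes tested that chance alone would give.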

To assess the penetrance of the loss of Pink1, we examined genes differentially regulated in controls and mutants that retained their flying ability compared to non-flying mutants. 

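With the libraries set into control flies (group 1), flying mutants (group 4) and non-flying mutants (groups 2 and 3 together), 3560 of the 13190 genes tested passed an F-test from edgeR over the Flying and MutatedFlying contrasts. *MsrA* had the adjusted p 2.0e-13, *Pink1* 7.8e-12, *Obp58c* 3.3e-09 and *w* 6.5e-08. Of the 3560 genes, 2955 also passed in group 1 against the non-flying mutants. A far smaller part, 43 genes, passed in the flying against the non-flying mutants, and all 43 were higher in the flying mutants. These 43 genes included 12 of the ovary and yolk list and were all highest in group 4 library GC055057. The strongest were the chorion genes *Cp38* (log2 fold change 10.29, adjusted p = 0.0013), *Cp36* (10.98) and *Cp19* (9.94), *osk*, which sets up the posterior pole of the egg (8.34), and the yolk protein gene *Yp1* (7.16). *Cp38* was at 1.42e+03 CPM in this library and at most 2.21 CPM in the other 9 of group 4. Without this library, a choice made after the data were seen, 0 genes passed in the flying against the non-flying mutants from edgeR, with 1176 at an unadjusted p under 0.05. DESeq2 and limma-voom called 0 with all libraries, with 1617 and 1267 at an unadjusted p under 0.05. DESeq2 ran with its default replacement of outlying counts, so its 0 is not a separate check on library GC055057. The F-test count was 1525 without control GC055040 and 833 without control GC055041.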

The comparison of the established groups (Flying, MutatedFlying, and Mutant) with the multiple regression model from limma revealed 3396 genes that were significantly reduced to 1692 genes when filtered for human orthologs. Additionally, we refined our gene selection criteria to include only those that exhibited either up- or down-regulation in both groups when compared to mutated, non-flying fruit flies. To enhance specificity and eliminate non-penetrance-related noise, we restricted the magnitude of expression changes between these groups to a factor of 3. Consequently, we successfully identified 124 genes, as detailed in Table S2.

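With the criteria of significance in the F-test, one direction in both contrasts and a ratio of the 2 log2 fold changes (MutatedFlying over Flying) between 1/3 and 3, 355 genes remained, 235 higher and 120 lower. Flying was the mean of groups 1 and 4 against the non-flying mutants. A gene changed in group 4 alone therefore met the limits on direction and ratio by construction, at a ratio of 2. The filters for human orthologs and pathways were not applied here. Among them were *Torsin*, *KdelR* and *wbl*, the signal peptidase gene *twr* (log2 fold change 0.28 in the flying against the non-flying mutants) and the signal recognition particle receptor gene *SrpRalpha* (0.11). Lower in the flying groups were the axonemal dynein gene *kl-5* (−0.41), the folate enzyme gene *pug* (−0.45) and the small heat shock gene *Hsp67Bc* (−0.33). Of the list of 17 ovary and yolk genes, 13 were among the 355 (Fisher's exact test, adjusted p = 1.9e-16 over 28 lists), and 170 of the 355 genes were highest in group 4 library GC055057. The ER translocon list had 3 of 24 members among them (adjusted p = 0.24), ER chaperones 3 of 30 (adjusted p = 0.32) and the sperm flagellum list 5 of 48 (adjusted p = 0.13). Without library GC055057, a choice made after the data were seen, 263 genes met the criteria, of which 136 were shared with the 355. *Torsin* did not meet them in that fit, with log2 fold changes of 0.13 in MutatedFlying and 0.44 in Flying, a ratio under 1/3, while *KdelR* and *wbl* did. The count was 121 without control GC055040, 97 without control GC055041 and 230 without the 6 libraries labelled human skin. It was 113 with Flying as group 1 alone, 1328 with the 12 libraries of groups 1 and 4 pooled and 180 with a ratio between 1/2 and 2.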

### 2.3. Validation of the Protective Effects of Single Hits

Pathway analyses revealed a significant enrichment of transcriptional and translational activities and regulation of (endo)membranes and ER, as well as a decrease in pathways related to flagellated movement and microtubule organization. 

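In the flying against the non-flying mutants, genes of protein entry into the ER lay above 0 as a group. Of 24 genes of the ER translocon, signal recognition and signal peptidase, 21 had a log2 fold change above 0 with a median of 0.19 beside 0.04 for all genes tested, and none passed over all genes (6 higher when adjusted over the list alone). Examples were *Sec61beta* (0.27), *twr* (0.28), *Srp19* (0.26) and *Spase25* (0.27), with adjusted p-values from 0.24 to 0.27 from edgeR. Of 30 genes of COPII, COPI and Golgi transport, none passed (2 higher adjusted over the list alone; median 0.06). The median of 30 ER chaperone and unfolded protein response genes was 0.01, and none passed over all genes or adjusted over the list alone. Of 81 cytosolic ribosomal protein genes, none passed either way, and 80 were above 0 with a median of 0.14. Of 73 mitochondrial ribosomal protein genes, none passed (6 higher adjusted over the list alone; median 0.17), such as *mRpL48* and *mRpL35* (both 0.31). The 57 genes of RNA polymerase II, general transcription factors and Mediator had a median of 0.19, which was 0.08 without group 4 library GC055057, and none passed either way.

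The 48 genes of the sperm flagellum and axonemal dynein had a median of −0.07, with 30 members below 0, and none passed either way. *kl-2* and *kl-5*, dynein heavy chain genes on the Y chromosome, had log2 fold changes of −0.47 and −0.41. Of 54 microtubule organization genes, 2 rose (3 higher adjusted over the list alone), namely *alphaTub67C* (5.55, adjusted p = 0.0042) and *gammaTub37C* (3.74, adjusted p = 0.027), maternal tubulins of the ovary and egg. Their log2 fold changes were −0.07 and −0.55 without library GC055057, in which 12 of 17 ovary and yolk genes that rose in group 4 (median 5.08) had their highest level.

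By camera with the preset correlation, adjusted p-values were 3.2e-08 for the ER translocon list, 5.4e-04 for COPII, COPI and Golgi transport, 9.7e-15 for cytosolic and 2.1e-17 for mitochondrial ribosomal proteins and 9.6e-08 for RNA polymerase II and Mediator. With an estimated correlation, the adjusted p was 0.28 for the ER translocon list and 0.44 for the other 4. The flagellar list had an adjusted p of 0.0016, and 0.56 with an estimated correlation. It had an adjusted p of 0.41 without library GC055057, a choice made after the data were seen. The lists of ER chaperones (0.80), microtubule organization (0.80), translation factors (0.49) and aminoacyl-tRNA synthetases (0.10) did not pass, and microtubule organization passed in the lower direction without library GC055057 (0.018, and 0.51 with an estimated correlation). By fry, the ER translocon list alone passed (adjusted p = 0.024).

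**Figure D3:**
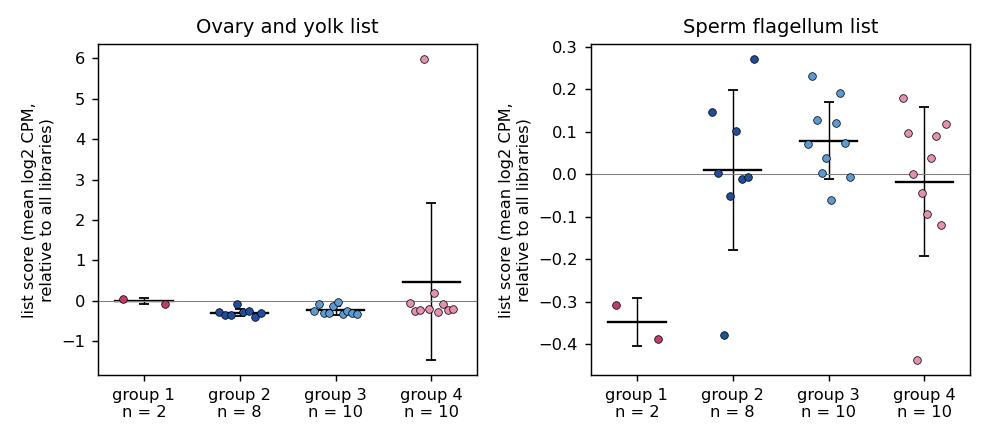
List scores per library (mean log2 CPM of the members relative to all libraries) for the ovary and yolk list and the sperm flagellum list in groups 1 to 4. Points are libraries, horizontal lines are group means and error bars are SD; group 4 library GC055057 is the highest of its group for ovary and yolk (5.98) and the lowest for the sperm flagellum (−0.44).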

The ER is known to be linked to neurodegeneration [35]; however, the underlying processes are not fully understood. Hence, we selected four ER-linked genes, which were also significant in the ANOVA test and that were readily available for testing: Torsin, KdelR, and winbeutel (wbl), which showed increased differential expression levels, and zonda (Zda), which displayed lower differential expression levels (Figure 4A), approaching control expression levels. 

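*Torsin* (X, 4648592 to 4650032 in BDGP6.54), an ER AAA ATPase gene, was at 27.0 ± 0.82 CPM (SD, n = 2) in group 1, 16.63 ± 3.26 (SD, n = 8) in group 2, 16.3 ± 2.46 (SD, n = 10) in group 3 and 19.9 ± 6.59 CPM (SD, n = 10) in group 4. *KdelR* (2L, 10426887 to 10428632), the receptor gene that returns ER proteins from the Golgi, was at 131 ± 27.9, 107 ± 6.30, 111 ± 10.5 and 121 ± 6.76 CPM in groups 1 to 4. *wbl* (2R, 19249395 to 19250917), a protein disulfide isomerase-related chaperone gene, was at 47.8 ± 28.1, 26.7 ± 5.43, 28.7 ± 5.35 and 33.0 ± 5.92 CPM. Its 2 controls were at 67.6 and 27.9 CPM. *zda* (2R, 18629594 to 18632045), an ER immunophilin gene, was at 171 ± 0.76 CPM in group 1 and at 209 ± 14.701, 214 ± 13.0 and 203 ± 21.7 CPM in groups 2 to 4.

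In the flying against the non-flying mutants, log2 fold changes were 0.27 (standard error 0.12) for *Torsin*, 0.14 (0.05) for *KdelR*, 0.25 (0.13) for *wbl* and −0.06 (0.05) for *zda*. None passed in this comparison, with adjusted p-values of 0.32, 0.29, 0.39 and 0.61 from edgeR's quasi-likelihood test. The paper's values in Table S2 for this contrast are 0.21 for *Torsin*, 0.15 for *KdelR* and 0.27 for *wbl*. In the Flying contrast, the log2 fold changes were 0.49, 0.20, 0.51 and −0.19, beside the paper's 0.45, 0.20 and 0.50 for the first 3. The F-test over both contrasts gave adjusted p-values of 0.019 for *Torsin*, 0.038 for *KdelR*, 0.021 for *wbl* and 0.060 for *zda*. Group 1 against the non-flying mutants gave adjusted p-values of 0.013, 0.052, 0.011 and 0.028. Library GC055057, which held ovary transcripts, had *Torsin* at 37.9 CPM against at most 20.8 CPM in the other 9 libraries of group 4, and without it the log2 fold change was 0.13 for *Torsin* and −0.02 for *zda*. The F-test call ended for *Torsin* without either control (adjusted p = 0.092 and 0.094), for *KdelR* without control GC055040 (0.12) and for *wbl* without control GC055040 (0.22). From the enrichment of ER pathways and the known link between the ER and neurodegeneration, the paper reasons that ER-linked genes should be tested in flies. From the effects of *wbl* and *zda* on flying ability, the paper proposes that ER-linked autophagy and ER stress take part in the penetrance.

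**Figure D4:**
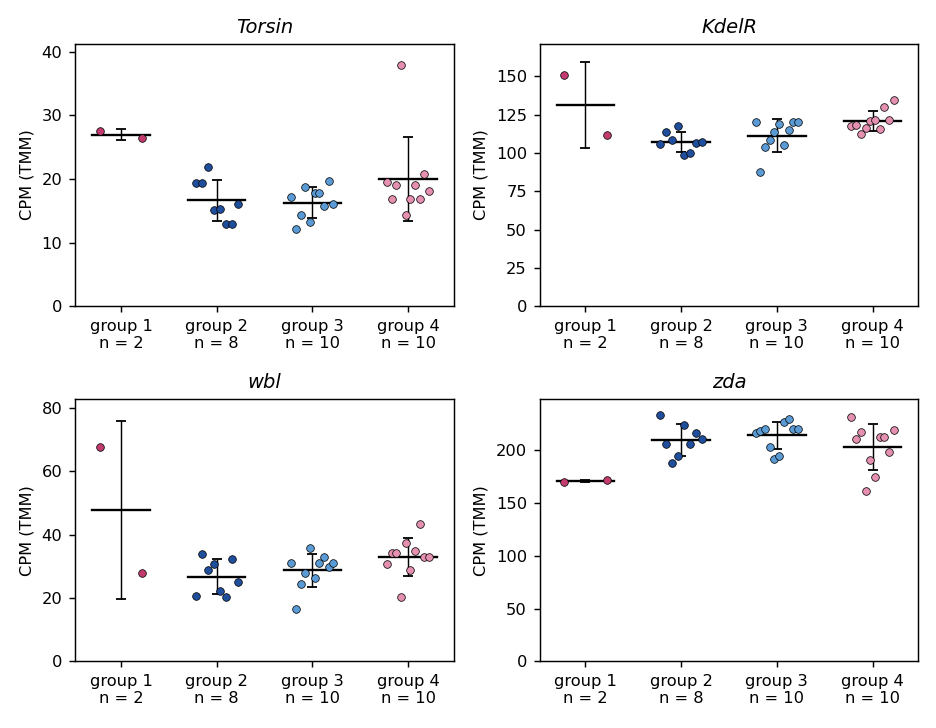
Levels of *Torsin*, *KdelR*, *wbl* and *zda* in CPM with TMM normalization (vertical axes) in groups 1 to 4. Points are libraries, horizontal lines are group means and error bars are SD; the highest point of *Torsin* in group 4 is library GC055057 at 37.9 CPM.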

The overexpression of KdelR and Torsin in Pink1-deficient flies failed to elicit an effect on the flying ability of *pink1*-mutant flies (Figure 4B,D), while the overexpression of wbl and two independent alleles of heterozygous loss of Zda improved the flying ability (Figure 4C,E).

## 3. Discussion

In this work, we showed the presence of reduced penetrance in Pink1-deficient flies and performed RNA expression analyses to elucidate possible mechanisms underlying this observation. Via gene ontology and pathway analyses, we identified several molecular mechanisms that appear to be involved in the penetrance of loss of Pink1, including ER-related activity. Finally, we confirmed a beneficial effect of lower Zda and higher wbl levels on the flying phenotype of *pink1*-mutant flies, suggesting that ER-linked autophagy and ER stress play an essential role in the penetrance of a PD-like phenotype in our *Drosophila* model.

The low genetic variability between the parents and offspring groups is to be expected since we assume that the genetic background should still be relatively close to its progenitor individuals. Additionally, the offspring groups were sampled from the same time point, resulting in an even higher genetic resemblance. In an attempt to circumvent this, we decided that a multiple linear regression would be the most fitting model, only focusing on the flying ability of the different sample groups. This also enabled us to work with a rather small control group of two sequencing samples since limma is fit for handling small sample sizes, and the multiple linear regression grouped the controls with the flying mutants, allowing us to pinpoint potential genetic variables that could affect the penetrance of the flying phenotype. By applying our set criteria for candidate genes (relevant pathways, significant ANOVA hits, same direction of logFC, human ortholog), we identified 124 genes that approach control expression levels in our mutants. Most genes in Table S2 still need to be identified, which makes them potential candidates for the modulation of penetrance that is challenging to evaluate experimentally.

The comparison of DEGs between groups 3 (*pink1*-mutant flies that cannot fly) and 4 (*pink1*-mutant flies that can fly and are ‘siblings’ of group 3) revealed twelve candidate genes to be altered, suggesting that these genes affect the reduced penetrance of the flying ability. Nonetheless, we did not validate these genes due to the assumption that it is unlikely that one gene can regulate penetrance. Instead, (minor) alterations in biological processes or cellular mechanisms are more likely to affect the penetrance. One of the identified pathways entails transcriptional and translational activities. Previously, PARIS, a Parkin-interacting substrate, was found to be accumulating following a loss of Parkin, exerting a detrimental effect on rRNA transcription [36].

Furthermore, the structure and function of mitochondrial ribosomes play a crucial role in determining oxidative phosphorylation efficiency. This feature is commonly affected in PD [37], providing possible explanations of how these biological processes impact the penetrance. Microtubule organization, another identified pathway, is key for the structural support of the cytoskeleton, facilitates intracellular transport, and contributes to the organization of cellular organelles. The dysfunction of microtubules is strongly associated with PD; however, it remains unclear whether this dysfunction is a cause or a consequence of PD [38]. Our data support that these pathways are involved in the reduced penetrance of the Pink1-deficient flying phenotype; however, how and to what extent remain elusive.

The ER is another biological process that plays a role in the reduced penetrance of the ability of *pink1*-mutant flies to fly. The ER has apparent links to neurodegeneration via its function in protein quality control and folding, mitophagy, and lipid homeostasis [21,23,24]. Poor function or dysregulation of one of these processes induces ER stress and can lead to neuronal cell death and, thus, neurodegeneration, such as Alzheimer’s disease and PD [35]. Therefore, we tested four genes, each showing significant transcriptional alterations separately, and will discuss these candidates in more detail below.

One of the proteins involved in ER stress is KDELR. KDELR plays key roles in maintaining ER homeostasis, protein trafficking, ER stress regulation, and autophagy [39,40]. Interestingly, KDELR is upregulated upon ER stress, which is also observed in PD [35,39,41], resulting in autophagy induction [39]. Furthermore, autophagy is a process that is affected in (Pink1-related) PD [25,27,42], suggesting that KDELR upregulation can be beneficial to overcome defective autophagy upon PD. This is in line with the findings of our initial screen, in which higher expression levels improve the flying ability. However, we were not able to reproduce these findings by overexpressing KDELR. One possible explanation could lie in the limitations of the applied GAL4/UAS system. This system overexpresses a protein beyond physiological levels [43] and is temperature-sensitive [44]. 

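As a linear fold, the level of *KdelR* in flying over non-flying *pink1*-mutant flies was 1.10 (95% confidence interval 1.02 to 1.19 before adjustment, from edgeR's fit). The fold for *Torsin* was 1.21 (1.03 to 1.42), that for *wbl* was 1.19 (1.00 to 1.41) and that for *zda* was 0.957 (0.888 to 1.03). None of the 4 genes passed after adjustment over all genes. Without group 4 library GC055057, which held ovary transcripts, the fold was 1.12 for *KdelR*, 1.10 for *Torsin*, 1.248 for *wbl* and 0.987 for *zda*.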

In our experimental setup, we grew the flies at 25 °C, which supports an efficient activation of the GAL4/UAS system, while the increased expression levels identified are only tenfold higher. These data suggest that too much KDELR abolishes the positive effect in *pink1*-mutant flies and that there is a small therapeutic window.

Interestingly, wbl is linked to KDELR, further supporting the involvement of KDELR and its processes in the penetrance of PD symptoms. Wbl is a protein disulfide isomerase (PDI)-related chaperone [45,46] that contains a C-terminal ER retention motif KDEL [47]. This motif interacts with KDELR to retrieve these ER chaperones from the Golgi [48,49]. The human ortholog for wbl is the endoplasmic reticulum protein of 29 kDA (ERp29), which is ubiquitously expressed [49]. ERp29 binds to misfolded proteins to facilitate proper folding or target them for degradation. Similar to the KDELR, ERp29 is upregulated upon ER stress to mitigate the accumulation of misfolded proteins and reduce cellular damage. Dysregulation of ERp29 is linked to several cancers and may serve as a biomarker for the progression of the tumor [50]. Furthermore, ERp29 is elevated following a dopamine exposure-related PD model, suggesting that ER stress occurs in the early stages of PD [51]. Our data show that increased ERp29 levels benefit the Pink1-deficient flying phenotype, supporting the notion that ER stress and its associated elevated ER proteins are a compensatory mechanism in this Pink1-related PD model.

TorsinA, the human ortholog for Torsin, is an AAA ATPase localized to the ER and the nuclear envelope. TorsinA maintains proteostasis and lipid metabolism and regulates intracellular vesicle trafficking [52,53,54]. TorsinA is encoded by the *TOR1A* gene, a mutation that causes early-onset dystonia [55]. Furthermore, impaired protein folding and increased ER stress due to TorsinA dysfunction [56] may contribute to neurodegeneration. Previously, Torsin has been linked to PD via its presence in the Lewy bodies [57,58]. Furthermore, in *C*. *elegans*, increased Torsin exerts a protective effect in a 6-hydroxydopamine (6-OHDA) PD model [59], supporting the findings from our screen where higher Torsin expression is beneficial for the flying phenotype in Pink1-deficient flies. However, via the GAL4/UAS system, we were unable to confirm these results, while overexpression in *C. elegans* did lead to a rescue. Unfortunately, these data are difficult to directly compare due to the unknown expression efficiency and the difference in the human disease and phenotypes observed in animal models. Hence, while increased Torsin levels have the potential to be protective, further investigations are required to determine the exact effect of Torsin, its relationship to the ER function, and its effect on PD.

Zda is an immunophilin localized at the ER. Zda is required for starvation-induced autophagy and interacts with the autophagy genes Atg1, Atg6, and Vps34 (vacuolar sorting protein) to activate the autophagy-specific activation of Vps34 and thus the initial stages of autophagy [60]. The human ortholog of Zda is FKBP8, an anti-apoptotic protein that assists in protein folding and the stabilization of proteins. FKBP8 is implicated in cardiovascular diseases, and studies in mammals suggest developmental abnormalities [61,62]. Furthermore, FKBP8 contains a microtubule-associated protein 1 light chain 3 (LC3)-interacting region (LIR) motif. It recruits LC3 to the mitochondria to induce Parkin-independent mitophagy while escaping degradation [63]. Autophagy or mitochondrial-specific mitophagy are processes that are affected in PD. Namely, PINK1 functions in mitophagy [25,27,32,64], suggesting that the beneficial effect of Zda lies in its mitophagy function. Previous studies showed that lowering mitophagy activity is beneficial for PINK1-dependent PD [27,42]. Thus, decreased Zda expression provokes lower mitophagy levels in an attempt to improve the *pink1*-mutant flying phenotype. In addition, under stress conditions, FKBP8 equally plays a role in mitochondrial fragmentation. Via its LIR-motif-like sequence (LIRL), FKBP8 binds to OPA1, mediating fragmentation and enabling mitophagy [65]. Reversely, the knockdown of FKBP8 enlarges the mitochondria to form its natural tubular network. Interestingly, the loss of Pink1 induces mitochondrial accumulation and loss of the tubular network [8,31]. Thus, decreased Zda levels could induce a more tubular mitochondrial network, allowing the mitochondria to function more efficiently. Therefore, the beneficial role of reducing Zda levels may extend to a dual role in inhibiting mitophagy and mitochondrial dynamics.

This study is the first to identify possible cellular mechanisms involved in the penetrance of the flying ability in a PD model. The fly model proved to be of excellent value for investigating and identifying biological processes involved in reduced penetrance. Nonetheless, we were not able to validate all the selected candidates, possibly due to the limitations of the applied genetic tools. Lowering the incubation temperature ensures a less efficient UAS-Gal4 system and, hence, lowers the UAS lines’ overexpression. However, as the alterations in RNA expression are rather minor, the reduced overexpression would still be too high to mimic the results of RNA expression. Alternatively, a genomic construct could be created to overcome this.

Furthermore, with this setup, we could not validate if these biological processes equally affect other phenotypes in *pink1*-mutant flies, nor did we test their relevance to patients. For this validation in a clinical context, our data should first be tested in a higher species model, such as patient-derived dopaminergic neurons. In these cells, the effect of manipulation of the ER to influence ER stress can be assessed for its evolutionary conservation and to test if reducing ER stress is a valid therapeutic target to affect the penetrance of PD in as yet unaffected pathogenic variant carriers. In conclusion, our data further point to the ER implicated in PD and its penetrance in a genetic PD fly model that needs further validation in a patient-relevant context. In addition, further investigation into the exact underlying mechanism is necessary so that this pathway can be modulated to alter the penetrance for PD.

## 4. Materials and Methods

### 4.1. Fly Genetics

*w pink1^B9^* null mutants and controls (*w pink1^RV^*) were kindly provided by Jeehye Park and Jongkyeong Chung (Korea Advanced Institute of Science and Technology) [30]. y[1] w[*]; M{RFP[3xP3.PB] w[+mC]=UAS-KDELR-RFP}ZH-22A (UASKdelR) were generously shared by the Katanaev laboratory (Department of Pharmacology and Toxicology, University of Lausanne) [66]. Two independent lines of Zda (w1118; PBac{IT.GAL4}zda0818-G4 (Zda^1^) and y1 w67c23; P{EPgy2}zdaEY08359 (Zda^2^)) and *daughterless Gal4* (DaGal4) were purchased from the Bloomington Stock Center (Indianapolis, United States of America). M[UAS-Torsin.ORF.3xHA.GW]ZH-86Fb (UASTorsin) and M[UAS-Wbl.ORF.3xHA.GW] (UASWbl) were purchased from the FlyORF stock center (Zurich, Switzerland).

### 4.2. Flight Assay

One-day-old male flies were collected and tested for their flying ability. Flies were placed in an empty vial that was gently tapped. Flies able or unable to fly were scored one and zero, respectively [8]. For the sequencing analyses, the offspring of each parent pair that was able to fly (group 4) was separately collected from those that were not able to fly (group 3).

### 4.3. RNA Sequencing and Analyses

RNA sequencing was performed on four different groups. Group 1 is control flies (*pink1^RV^*), group 2 is *pink1^B9^*-mutant flies of which none of the offspring were able to fly, and groups 3 and 4 are *pink1^B9^*-mutant flies that are offspring from the same parent; however, in group 3, none of the flies were able to fly, while in group 4, all the flies were able to fly. RNA was isolated from five flies via a standard procedure (Qiagen, Venlo, The Netherlands), and RNA sequencing was performed by the genomics core UZ Leuven (Belgium) using an Illumina Hiseq system.

The fastq files underwent preprocessing using fastp (version 0.23.4) [67], wherein reads with less than 30% of bases possessing a quality PHRED score under 15 were selectively retained. Subsequently, reads were pseudoaligned to the *Drosophila melanogaster* genome assembly BDGP6.46 through kallisto (version 0.44.0). The alignment metrics are detailed in Table S1.

Differential expression and pathway analyses were executed in R (version 4.2.2), primarily employing sleuth (version 0.30.1) [68] or limma (version 3.54.2) [69]. Sleuth was utilized for straightforward group comparisons, while limma and its extension of ANOVA tests were applied for more intricate model computations. Gene annotation was derived from the genome-wide annotation for *Drosophila melanogaster* package org.Dm.eg.db (version 3.16.0), encompassing entries for HGNC and flybase nomenclature, GO terms, and Homo sapiens gene homology.

Expression data analysis with limma was performed on kallisto’s abundance levels, which were transformed into length-scaled count values using tximport (version 1.26.1) [70]. Pathway analysis was conducted using GAGE (version 2.48.0) [71], incorporating either the log_2_ fold changes from differential expression or sleuth’s beta values. We corrected differential gene expression and pathway significance for multiple testing using the BH correction. The cutoff for the adjusted *p*-value was set to 0.05 in all our analyses.

To investigate penetrance, we combined the sample groups into flying, mutated, and non-flying and looked for co-regulation between the two flying groups when compared to the mutated non-flying group with multiple comparison testing. Specifically, the Flying group consisted of samples from the controls (group 1) and the offspring with flying ability (group 4). The MutatedFlying group only encapsulated the flying offspring (group 4), while the Mutated group combined the samples from offspring that were unable to fly (group 2 and 3). Using this design, we calculated the DEGs between Flying versus Mutated and MutatedFlying versus Mutated and subsequently called the limma equivalent of an ANOVA and these multiple comparisons.

## Figures and Tables

**Figure 1:**
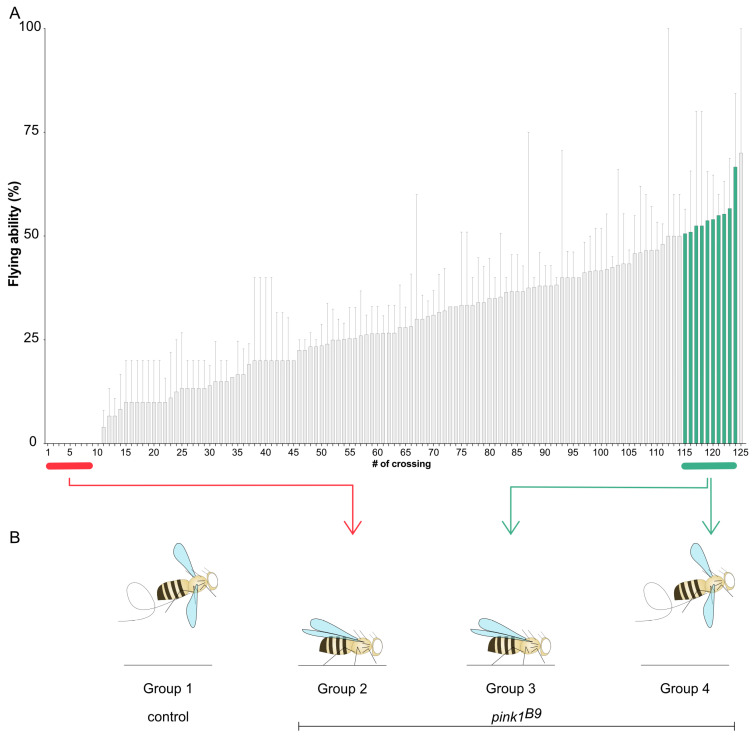
Reduced penetrance of the lack of flying ability of Pink1-deficient flies. (**A**) The flying ability of the offspring of 125 parent pairs of *pink1*-mutant flies. (**B**) Scheme to identify the different groups on which RNA sequencing analyses were performed. Data are percentages with sem; n > 5.

**Figure 2:**
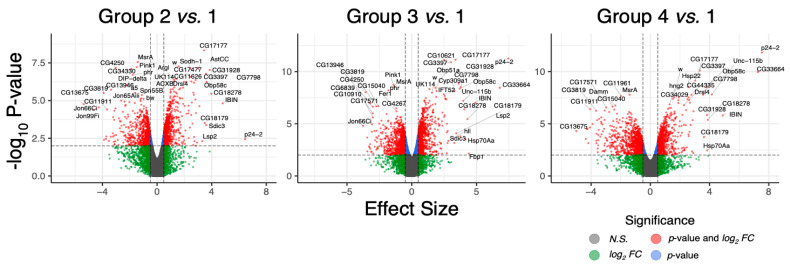
Volcano plots showing groupwise differentially regulated genes. The x- and y-axes denote the effect size (beta-value) and negative log_10_ values of the *p*-value corrected for multiple testing, respectively. Values are based on the likelihood-ratio test using sleuth. Significantly regulated genes (adj. *p*-value < 0.05; |effect size| > 1.0) are shown in red and annotated with their gene symbol.

**Figure 3:**
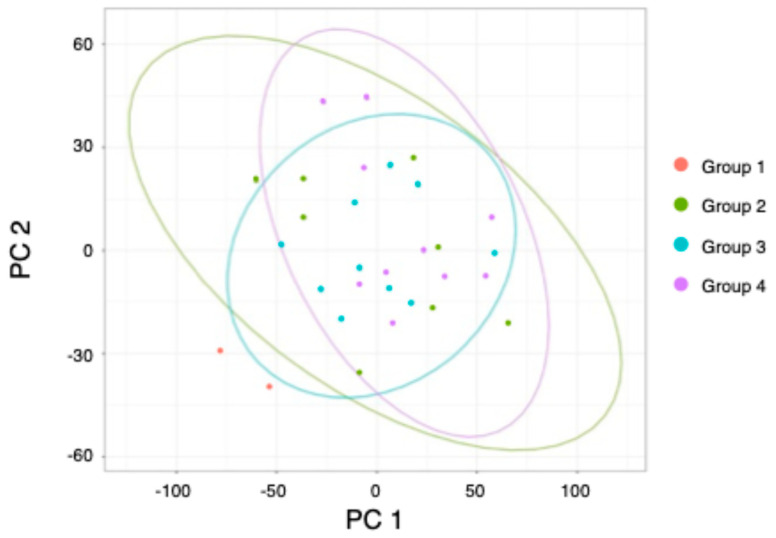
Principal component analysis showing the first two principal components (PC1/2) using TPM values of the 2000 most variable genes. Colors represent the different groups, as shown in the legend, while the ellipses encapsulating the groups assume a multivariate t-distribution of the data.

**Figure 4:**
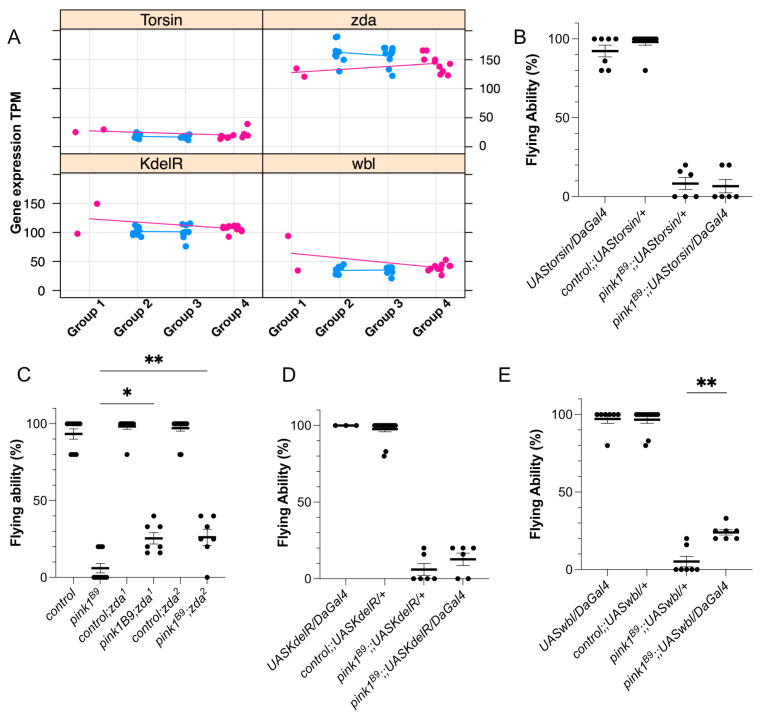
Validation of the protective effects of selected positive hits. (**A**) Gene expression of relevant hits from the multiple regression analysis. Normalized gene expression is plotted for the different groups, where the points for control and the mutated flyable offspring are colored in pink, while the data points of parents and non-flyable offspring are colored in blue. The genes selected showed annealing of mean gene expression for flyable offspring to the control level, while the mutated group remained higher/lower than the expression of the controls. (**B**–**E**) Flying ability of over-expression using the ubiquitous driver Daughterless Gal4 (DaGal4) of Torsin (**B**), KdelR (**D**), and wbl (**E**) or heterozygous loss of Zda (**C**) in a *pink1*-mutant background to validate the identified hits. Data are single data points of percentages with sem; n ≥ 3. *: *p* < 0.05; **: *p* < 0.01.

## Data Availability

The data has been uploaded to Gene Expression Omnibus (GEO) and is available under the accession ID GSE287758.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26030979/s1.

How the deposited data were processed for this re-analysis (not part of the article)

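RNA had been sequenced from pools of 5 whole male flies aged 1 day, with 2 libraries of *pink1 RV* controls (group 1), 8 of *pink1 B9* flies without flying offspring (group 2), 10 of *pink1 B9* flies unable to fly (group 3) and 10 of flying *pink1 B9* flies (group 4). The authors filtered the reads with fastp 0.23.4, pseudoaligned them to the BDGP6.46 transcripts with kallisto 0.44.0 and made counts per gene with tximport 1.26.1. The processing notes of the samples name kallisto 0.45.0 and the human genome GRCh38. The table matched fly genes, and the difference between these statements stays open. The deposited values are estimated counts per gene as made by the authors, and they were whole numbers. The paper states that length-scaled counts from tximport entered limma, and whether the deposited counts are these or plain sums is not given in the sources used here. The authors tested group differences with sleuth 0.30.1 and the Flying and MutatedFlying contrasts with limma 3.54.2 under R 4.2.2, and pathways with GAGE 2.48.0.

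The table held 14326 genes, of which 119 had 0 counts in all libraries. No column was left without a condition and no 2 libraries were identical. Total counts ranged from 6434252 to 38330421 with a median of 19636778. At these depths the spread between pools, rather than the counting error, set the precision. Total counts were 91.8% to 93.6% of the aligned reads of Table S1. Ribosomal RNA pseudogenes held 0.22% to 2.74% of the counts.

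Counts were analysed with edgeR 4.0.16 under R 4.3.3. Genes were kept with the function filterByExpr, scaled by TMM and tested by the robust quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the 13190 genes kept and a threshold of 0.05. The standard error of a log2 fold change was its size over the square root of F. The effect size limit of the paper was read as 1 on the natural log scale, which is 1.44 on the log2 scale. For the penetrance analysis, control flies, flying mutants and non-flying mutants each had a coefficient. MutatedFlying was the flying minus the non-flying mutants, and Flying was the mean of control flies and flying mutants minus the non-flying mutants. The F-test had 2 degrees of freedom. Candidates had one direction in both contrasts and a ratio of the log2 fold changes between 1/3 and 3. CPM are TMM-scaled, except for the sums over the 18 genes around *CG40813*, which were scaled by total counts alone. The library in which a called or candidate gene was highest was also found from counts over total counts. For camera and fry, log2 CPM had a prior count of 1, and list scores used log2 of CPM plus 1. Principal components used log2 of CPM plus 1 of the 2000 most variable genes, scaled to unit variance. Differences in component scores were tested by exact permutation where a group had fewer than 10 libraries, while the plan had named 100000 permutations among groups 2, 3 and 4.

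A total of 28 gene lists with 1077 symbols were written from general knowledge of fly genes. Of these symbols, 1057 matched the table, 16 of them by synonym. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 28 lists. Genes were named by a rule: those in the results text or labelled in Figure 2, whose values in the paper had been seen; the 5 largest rises and falls past the threshold in groups 2, 3 and 4 against group 1 with at least 5 CPM on average and both controls outside the range of the mutants; the 12 genes with the smallest p between the flying and non-flying mutants; and up to 4 members with the smallest p of each list discussed. *CG40813*, *CG13375*, *CG7166* and *Cap-H2* were named after their values were seen.

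The steps were tested on simulated counts for 13190 genes with known changes in 50 genes at each fold. The changed genes were drawn above a minimum mean level, so recovery of genes with low counts was not measured. Each gene was drawn on its own with edgeR's estimate of its spread. Calls under a trait that many genes of a library have in common were therefore not measured. Between groups 4 and 1, 16%, 56%, 86% and 100% of genes changed by 1.5-, 2-, 4- and 8-fold were recovered, and 4.44% of the calls were unchanged genes. Between groups 4 and 3 these shares were 56%, 84%, 98% and 100%, and 7.14% of the calls were unchanged genes. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), other size factors and filters, 2 surrogate variables (sva 3.50.0), other readings of the effect size and the contrasts, and fits without single libraries or without the 6 libraries labelled human skin. Fits without library GC055057 and without ribosomal RNA pseudogenes were added after the data were seen. Positions came from the BDGP6.54 annotation. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures. Flight assays, human orthologs and the GAGE pathways were not analysed here.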

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

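The tests on group 4 library GC055057 and on the flagellar list were chosen only after the results were seen, and so was the criterion for the gene lists in the last paragraph. Library totals, principal components, list scores and the levels of *Pink1*, *Torsin*, *KdelR*, *wbl* and *zda* were examined per group with Dixon's test, which chance passes in about 1 of 20 groups. Of 108 tests, 20 passed.

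Group 4 library GC055057 gave 11 of these. It was highest on PC2 (Dixon ratio 0.827), in the lists of ovary and yolk genes (0.924; score 5.98 against at most 0.20 in the other group 4 libraries), RNA polymerase II and Mediator (0.830), microtubule organization (0.816), aminoacyl-tRNA synthetases (0.765), translation factors (0.729), mitochondrial ribosomal proteins (0.535) and autophagy (0.479), and for *Torsin* (0.725) and *Pink1* (0.610; 101 CPM against 46.4 to 67.7 CPM). It was lowest in the sperm flagellum list (0.514).

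The paper gives male flies for the libraries, and 16 of 17 ovary and yolk genes were higher in library GC055057 than in each of the other 29, such as *Cp38* at 1.42e+03 CPM. Their score lay 6.19 above the mean of the other libraries. A library of females alone is argued against by the testis list without flagellar genes, whose median level over 33 members was 65.7% of the mean of the other 9 group 4 libraries (the lowest of those 9 was at 77.4%). In the fit without this library, 0 ovary and yolk genes passed in group 4 against groups 2 and 3 with edgeR. No gene of any kind passed in that fit (smallest adjusted p = 0.55 from edgeR). That count therefore cannot tell whether flying ability was the cause of the level in this library. Of all genes, 1176 had an unadjusted p under 0.05. DESeq2, with its default replacement of outlying counts, and limma-voom called 0 genes with all libraries. The other 9 group 4 libraries also held flying mutants. Their highest score was 0.40 above the mean, which argues against flying ability as the cause of the level in library GC055057. Even so, the list as a whole was still higher in the fit without this library (median log2 fold change 0.49, camera adjusted p = 0.012, and 0.51 with an estimated correlation). What stays open is ovary or female tissue in part of the pool, which these values are consistent with, such as a female fly among the 5 or RNA from another sample.

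The flagellar list was lower in group 4 against groups 2 and 3 (adjusted p = 0.0016 from camera). In 35 of 100 splits of the same libraries, the real one included, its camera p was as small, so chance is not excluded for this call. Without library GC055057 its adjusted p was 0.414, against 9.1e-05 to 0.011 without each of the other 9 group 4 libraries, which is consistent with ovary or female tissue in 1 library as the source of the call. In that library the flagellar genes were at 65.2% of the other group 4 libraries. Less testis in the flying mutants cannot be told apart from a change of flagellar genes alone, since the flagellar minus the other testis score differed by −0.09 between group 4 and groups 2 and 3 (two-sided permutation test, p = 0.133), and this difference lies within the spread between libraries. Of the other testis lists, which less testis would lower as well, sperm nucleus and mitochondrial derivative genes had a score 0.02 higher in group 4 (median log2 fold change 0.03, or 0.08 without library GC055057), while spermatocyte genes were lower (−0.09; camera adjusted p = 0.029, and 0.61 with an estimated correlation; 0.22 without library GC055057).

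Other libraries stood apart in single measures, and no explanation was tested. Group 3 library GC055052 was lowest for *KdelR* (0.512; 87.3 CPM against 104 to 120 CPM) and for COPII, COPI and Golgi transport (0.479) and highest for mitochondrial stress and ATF4 targets (0.567). Group 3 library GC055060 was highest for the proteasome (0.813), and group 3 library GC055058 for *Pink1* (0.563; 74.0 CPM against 51.0 to 61.0 CPM). Group 2 library GC055042 was highest for heat shock proteins (0.656) and group 2 library GC055045 for ovary and yolk genes (0.565; score −0.09). In group 4, library GC055069 was lowest for cuticle genes (0.500) and library GC055059 for heat shock proteins (0.488).

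Gene lists that the paper does not discuss were higher in the mutants, past the threshold with camera and fry in groups 2, 3 and 4 against group 1. In group 4, 8 of 18 heat shock genes rose (10 adjusted over the list alone; median log2 fold change 1.01; camera adjusted p = 0.0023, and 0.60 with an estimated correlation), such as *Hsp22* (3.81). Of 8 larval serum and storage protein genes, 2 rose (0 adjusted over the list alone; 4.85; 0.024, and 0.69). Of 27 mitochondrial stress and ATF4 target genes, 12 rose (12, and 1 fell, adjusted over the list alone; 0.31; 0.014, and 0.60), such as *Shmt* (1.52), *pug* (1.43) and *Pepck1* (1.29). Of 33 sperm nucleus and mitochondrial derivative genes, 20 rose (24 adjusted over the list alone; 0.62; 8.4e-06, and 0.69), and of 22 spermatocyte genes, 12 rose (13 adjusted over the list alone; 0.71; 2.6e-04, and 0.60). The median of all genes was 0.08. No biological explanation was tested for these lists.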

How the results depend on the processing

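Fits without library GC055057 and without ribosomal RNA pseudogenes were chosen only after the results were seen. Where a value moved, the cause was not tested unless a test is named elsewhere. No paired analysis was possible because no label ties a library of group 4 to one of group 3, and the block for parent pairs was not run.

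The fits without group 1 replicate GC055040 or GC055041 lowered most counts against group 1. Genes past the threshold ranged from 699 to 1292 in group 2 against group 1 (2667 with both controls), from 799 to 1508 in group 3 (3494) and from 1090 to 2200 in group 4 (4383). With the effect size they ranged from 317 to 539 (559), from 343 to 559 (611) and from 468 to 779 (771). In both fits, lower genes outnumbered higher ones in groups 2, 3 and 4 against group 1, the reverse of the fit with both controls. The F-test count ranged from 833 to 1525 (3560) and the penetrance candidates from 97 to 121 (355). The F-test adjusted p ranged from 0.0920 to 0.0943 for *Torsin*, from 0.0207 to 0.123 for *KdelR* and from 0.00375 to 0.218 for *wbl*. In group 4 against group 1, the log2 fold change ranged from −0.34 to 0.11 for *KdelR* and from −1.05 to 0.24 for *wbl*, with both rises without replicate GC055040.

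DESeq2 called 3 genes in group 4 against group 2, 1 in group 4 against group 3 and 0 in group 4 against groups 2 and 3, where edgeR called 0, 0 and 43. *alphaTub67C* turned to −0.10 and the F-test adjusted p of *zda* was 0.0157. limma-voom called 0 genes in group 4 against groups 2 and 3, and 114 of its candidates were higher and 126 lower (235 and 120 with edgeR). Against group 1 it called 1413 higher and 1504 lower genes in group 2, 2017 and 1924 in group 3 and 2391 and 2308 in group 4. With 2 surrogate variables, the count in group 4 against groups 2 and 3 was 0 and *zda* had an F-test adjusted p of 0.0426. Without a low-count filter that count was 75, and with at least 1 CPM in 8 libraries it was 10. With library size alone *KdelR* had an F-test adjusted p of 0.0879. With only the groups compared, 1504 genes passed in group 2 against group 1.

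Without the 6 libraries labelled human skin, 230 candidates remained in number and *KdelR* had an F-test adjusted p of 0.0852. With an absolute log2 fold change above 1, the counts with the effect size were 1133, 1250 and 1659 in groups 2, 3 and 4. With Flying as group 1 alone there were 113 candidates, with the 12 libraries pooled 1328 (603 higher, 725 lower), and with a ratio between 1/2 and 2 there were 180.

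Without library GC055057, higher and lower genes against group 1 were 1607 and 1959 in group 2 (1411 and 1256 with all libraries), 2058 and 2714 in group 3 (1874 and 1620) and 2613 and 3134 in group 4 (2312 and 2071), so the more frequent direction turned. In that fit, 0 genes passed in group 4 against groups 2 and 3, *alphaTub67C* turned to −0.066, *zda* had an F-test adjusted p of 0.0440, the flagellar list had an adjusted p of 0.414 and the microtubule organization list turned lower with an adjusted p of 0.0183 (0.514 with an estimated correlation). Without ribosomal RNA pseudogenes *KdelR* had an F-test adjusted p of 0.0510.

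With camera at an estimated correlation, 0 lists passed in groups 2, 3 and 4 against group 1 (16, 16 and 14 at the preset correlation), 0 in group 4 against group 3 (16) and 0 in group 4 against groups 2 and 3 (16). In the last comparison, adjusted p-values were 0.281 for the ER translocon, 0.440 for COPII, COPI and Golgi transport, cytosolic ribosomal proteins, mitochondrial ribosomal proteins and RNA polymerase II and Mediator, and 0.563 for the sperm flagellum. With fry, 0 lists passed in group 4 against group 3 and 1 in group 4 against groups 2 and 3. The adjusted p was 0.263 for COPII, COPI and Golgi transport, 0.264 for cytosolic ribosomal proteins and for RNA polymerase II and Mediator, 0.137 for mitochondrial ribosomal proteins and 0.477 for the sperm flagellum. With limma-voom weights in camera, microtubule organization turned direction at an adjusted p of 0.872.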

Differences from the paper's values

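The fits without library GC055057 and without ribosomal RNA pseudogenes, which enter the values of *zda* and *KdelR* below, were chosen only after the results were seen. The paper gives 350 differentially expressed genes between the controls and group 2, and 559 passed here with edgeR and the effect size on the natural log scale. The count was 481 with at least 1 CPM in 8 libraries, 523 without the 6 libraries labelled human skin, 508 without library GC055045, 455 with only the groups compared and 317 without control GC055041. It was from 528 to 661 with DESeq2, limma-voom, RLE size factors, library size alone, no low-count filter, 2 surrogate variables and without library GC055048 or control GC055040, and 1133 with an absolute log2 fold change above 1. The paper's counts for groups 3 and 4 were 611 and 650, beside 611 and 771 here. The authors used sleuth on transcripts or their sums, which was not run here, and the cause of the difference was not tested.

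The paper gives 12 genes between groups 3 and 4. edgeR called 0 here, with 1055 genes at an unadjusted p under 0.05, limma-voom called 0 and DESeq2 called 1 (*CG40813*). The other alternatives fixed before the data were examined also called 0 with edgeR. The 12 genes were not compared here gene by gene.

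The paper states that *Torsin*, *KdelR*, *wbl* and *zda* were significant in the ANOVA test. Here *zda* had an adjusted p of 0.0598 from edgeR's F-test, 0.0157 with DESeq2, 0.0426 with 2 surrogate variables and 0.0440 without library GC055057, over a range of 0.0157 to 0.285 in 14 settings, 2 of them chosen after the data were seen. The log2 fold changes of the other 3 genes lay within 2 standard errors of the paper's values in Table S2 with all libraries. The standard error of the MutatedFlying contrast was used for both contrasts. Both sets of values came from the same libraries, so their closeness is not an independent check. In the Flying contrast *KdelR* was at 0.09 without control GC055040 and at 0.31 without control GC055041, beside the paper's 0.20, and *wbl* at 0.13 and 0.77, beside the paper's 0.50.

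The paper describes the increased expression levels behind the *KdelR* experiment as 10 times higher. The level of *KdelR* in the flying over the non-flying mutants was 1.10-fold here (95% confidence interval 1.02 to 1.19), and its log2 fold change ranged from 0.12 to 0.15 over the other settings and was 0.16 without library GC055057. Whether the paper's word refers to a percentage is not given in the sources used here.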

Other observations

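The test on *Unc-115b* and *p24-2*, the condition of 1 gene per run of neighbours, the reading of the splits list by list and the values of *CG40813* were chosen only after the results were seen. The other tests in this part were planned.

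A total of 99 genes differed more than 8-fold between the controls and the mutants, 34 higher and 65 lower in the mutants, which the paper does not discuss as a set. A block around *Pink1* as the cause of the whole set is argued against, since 0 of the 98 genes with a position lay within 2 Mb of *Pink1*, against 2.86% of the other genes (Fisher's exact test, p = 0.119); single genes of such a block are not excluded. Loss of *Pink1* as the cause for *Unc-115b* and *p24-2* stays open: both had 0 counts in 1 mutant library, group 2 library GC055046 with *Pink1* at 49.5 CPM, against 73.7 to 472 CPM of *Unc-115b* and 20.2 to 113 CPM of *p24-2* in the other 27, and 1 library excludes nothing. Also open are blocks of stock background scattered over the genome, which are consistent with a median distance of 144 kb to the nearest other gene of the set, against 408 kb in 10000 random sets (2.5th percentile 273 kb). With 1 gene per run of neighbours within 50 kb the median distance of 78 genes was 327 kb against 584 kb in random sets (percentile 0.23). These random sets were drawn with 78 genes before the thinning, so they held at most 78. Fewer genes tend to lie further apart, which lowers the percentile. Clusters of genes that share regulation were not tested as a source.

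Other splits of the same libraries were fitted, 100 per comparison with the real one. For the 0 genes in group 3 against group 2 (highest other 814), group 4 against group 2 (highest other 769) and group 4 against group 3 (highest other 1), all 100 splits have at least as many by definition, which says nothing about chance. In group 3 against group 2, 1 split of 100 called any gene, and in group 4 against group 2, 43 did. A split that calls 814 or 769 genes points to a structure of the samples, and which one was not tested. For the 43 genes in group 4 against groups 2 and 3, 32 of 100 splits gave as many (highest other 58), and all 32 had library GC055057 in the group of 10. For the 16 gene lists past the threshold in group 4 against group 3, 17 of 100 splits gave as many (highest other 20), and for the 16 lists in group 4 against groups 2 and 3, 11 of 100 did (highest other 19), so chance cannot be excluded for these numbers of lists. Read list by list, the share of splits with as small a p was under 0.05 for the ER translocon list in both comparisons (1 of 100, the real one, each; p = 4.6e-09 against at best 1.9e-08 in another split of group 4 against groups 2 and 3) and for RNA polymerase II and Mediator (2 of 100 against group 3 and 3 of 100 against groups 2 and 3). Against group 3 it was also under 0.05 for the proteasome (2 of 100) and midgut digestive enzymes (4 of 100). In group 4 against group 2 it was under 0.05 for mitochondrial ribosomal proteins (1 of 100), the ER translocon (2 of 100) and mitochondrially encoded genes (3 of 100), and in group 3 against group 2 for the ovary and yolk list (3 of 100). Other lists of the paper's pathways had larger shares in group 4 against groups 2 and 3. These were 6 of 100 for mitochondrial ribosomal proteins and 10 of 100 for COPII, COPI and Golgi transport. Cytosolic ribosomal proteins had 16 of 100 and the sperm flagellum 35 of 100. In each comparison, 99 other splits called at least 1 list at the preset correlation. About 1 in 20 lists falls under a share of 0.05 by chance, and the shares were not adjusted for the 28 lists, so they do not exclude chance.

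Gene lists outside the paper's pathways also passed with camera at the preset correlation in group 4 against groups 2 and 3, and 0 of their calls held with an estimated correlation. The proteasome list had a median log2 fold change of 0.19 (adjusted p = 6.8e-13, and 0.44 with an estimated correlation; 10 of 32 genes higher when adjusted over the list alone), male accessory gland genes 0.19 (4.9e-06, and 0.56), nuclear-encoded oxidative phosphorylation 0.13 (3.4e-06, and 0.61) and cuticle genes 0.41 (0.0028, and 0.44). Midgut digestive enzymes were at −0.50 (1.8e-06, and 0.44), mitochondrially encoded genes at −0.42 (0.0016, and 0.44), photoreceptor genes at −0.20 (0.0028, and 0.56) and glutathione transferase and cytochrome P450 genes at −0.17 (6.0e-04, and 0.44). Flight muscle and sarcomere genes had a median of 0.08 and did not pass (adjusted p = 0.66).

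*CG40813* had 39 to 84 counts in 6 libraries of group 4, 96 to 148 counts in 4 libraries of group 2 and 0 counts in group 3. The sum over the 18 genes within 100 kb was 31.1 ± 14.8 CPM (SD, n = 2) in group 1, 74.0 ± 22.2 CPM (SD, n = 8) in group 2, 73.1 ± 11.8 CPM (SD, n = 10) in group 3 and 71.7 ± 12.7 CPM (SD, n = 10) in group 4. The span was chosen after the values were seen, and no explanation was tested.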
